A study of Mus musculus with 14 samples. Its data were reported in "Sequential deregulation of histone marks, chromatin accessibility and gene expression in response to PROTAC-induced degradation of ASH2L" (2023).

How the data were processed

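The data come from the first of 2 H3K27me3 ChIP-seq experiments of the study, and the second was not used here. The cells were immortalised mouse embryo fibroblasts (iMEF) that depend on FKBP-HA2-ASH2L, a fusion of the trithorax protein ASH2L to an FKBP tag. The compound dTAG-13 is a PROTAC, a small molecule that brings the tagged protein to an E3 ubiquitin ligase and so leads to its degradation. According to the labels, 12 H3K27me3 libraries were prepared in 6 groups of 2 replicates, namely a control and 5 times of exposure to dTAG-13 (30 min, 2 h, 4 h, 8 h and 16 h). There were 2 further libraries of input chromatin, 1 from control cells and 1 from cells treated for 16 h.

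The authors trimmed the reads with Trim Galore, aligned them with BWA to the mouse assembly mm10 (GRCm38.p6), filtered the alignments with samtools following ENCODE, merged replicates with Picard, and brought the libraries of an experiment to the lowest coverage among them. Broad peaks were called by the authors with MACS and brought together over all samples. The program versions, the threshold of the peak calls and the rule by which peaks were brought together are not stated, nor is it stated whether peaks were called on single libraries or on merged replicates. The file used here is the resulting deposited list of H3K27me3 sites. It gives a chromosome, a start and an end for each site, and no read count, score or call for any library. Positions in the deposited list were read as counted from 0 with the end excluded, because the smallest difference between end and start was 200 bp and many sites had exactly this difference. They are printed as counted from 1. The list is described as covering all samples, so its length may depend on the number and depth of the libraries as well as on the mark itself. The study gives the number of raw reads it aimed at per library, but the reads left after filtering and normalization are not given, so the depth behind each site is unknown. Intervals given for shares of sites therefore cover the counting of sites only, and sites that neighbour each other are not independent.

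The tests of treated against control cells that had been planned on values per library could not be run, since the list carries none. What follows describes 1 list, with no replicates and no comparison between groups. The number of columns with values per library that could not be assigned to a sample was 0.

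The list was compared with the GRCm38.p6 sequence and the GENCODE M21 annotation, an earlier release than the one used in the study. No site extended past the end of its chromosome. Widths, covered length and the number of sites per Mb were computed for the 21 assembled chromosomes (1 to 19, X and Y), with the full chromosome length as the denominator. The number of sites was counted over all sequences of the list. The centre of each site was compared with the 132629 annotated transcription start sites (TSSs), in the windows of up to 1 kb, 1 to 2 kb and 2 to 3 kb, and the share of all bases other than N in the same windows served as the background. The centre was also assigned to an exon of any transcript, otherwise to an intron, and otherwise to intergenic sequence. A protein-coding gene was counted as having a site when a site overlapped the ± 1 kb window around the TSS of any of its transcripts. The background for this share came from 100 rotations, in each of which all sites of a chromosome were moved by the same random distance. A promoter was called CpG-rich when the 500 bp on either side of the gene's TSS had a GC content of at least 50% and a ratio of observed to expected CpG of at least 0.6. Intervals are 95% Wilson intervals for shares and binomial order-statistic intervals for medians.

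Clustering was tested by permuting the order of the gaps between neighbouring sites within each chromosome 1000 times. The statistic was the number of sites starting in the densest 1 Mb window, and the test was one-sided. The smallest p-value that these permutations can give is 0.001.

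The rule for named items was fixed before the data were examined, as were the measures of the list described above except the gene parts, the promoter shares and their rotations. It covered the 5 widest sites, the 3 densest windows of 1 Mb by number of sites and the 3 densest by length covered, the 4 genes Egr1, Rspo2, Zfp503 and Rab8a that the study used as examples, and the 4 Hox clusters. Alternatives were sites closer than 1 kb or 5 kb joined, only sites at least 500 bp or 1 kb wide, autosomes only, every sequence of the list, windows of 100 kb, any overlap of a site with the TSS window, and the span from the first to the last site as the chromosome length. Bases other than N as the chromosome length, assembled chromosomes only for the number of sites, and the alternatives for promoters and named items were chosen after the data had been seen.

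The functions were tested on simulated data. Of 100 simulated lists without clusters, 2 had a p-value under 0.05 in the clustering test, as had all 100 lists with a cluster. The test for differences between chromosomes used below called 2 of 100 simulated sets without and all 100 sets with such a difference. The blocks of these sets varied independently, so density that is alike over several blocks was not simulated. Distances to TSSs were the same as those from direct comparison for all 6000 simulated sites. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and patch sequences of the assembly were aligned to their chromosomes with minimap2 2.31-r1302.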

Results

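The data were H3K27me3 sites from iMEF cells in which FKBP-HA2-ASH2L was degraded by dTAG-13. H3K27me3 is trimethylation of lysine 27 of histone H3, a mark set by Polycomb repressive complex 2. The experiment asked whether the mark changes when ASH2L, a subunit of the complexes that methylate H3K4, is lost. It comprised 12 H3K27me3 libraries, 2 each of control cells and of cells treated for 30 min, 2 h, 4 h, 8 h and 16 h, and 2 input libraries. The list analysed combines the sites of all samples and holds no values per library. Changes between control and treated cells were therefore not analysed here. The values below describe where sites were called in any of the samples, and the read depth behind each of them is not given in the list.

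In total, 153983 H3K27me3 sites were listed. No site was listed more than once and none overlapped another. Of these, 153878 were on the assembled chromosomes and 105 on 23 other sequences of the assembly. The number of sites was lowest, at 35896, when only sites at least 1 kb wide were kept. The sites on the assembled chromosomes covered 161.7 Mb, which was 5.93% of their 2726 Mb. Joining sites closer than 5 kb moved the covered length most, to 286.3 Mb.

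Most sites were narrow. The median width was 455 bp (95% interval 452 to 457 bp), the lower quartile was 273 bp and the upper quartile 932 bp. The mean width was 1051 bp. The smallest width, 200 bp, was shared by 19426 sites, or 12.6% of all (95% interval 12.5 to 12.8%). Sites wider than 1 kb made up 23.3% (23.1 to 23.5%) of the sites and 69.5% of the covered length. Those wider than 5 kb were 3.30% (3.21 to 3.39%) of the sites and 30.4% of the length, and those wider than 10 kb were 0.944% (0.897 to 0.993%) of the sites and 15.1% of the length. With only sites at least 1 kb wide, the median was 1942 bp.

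**Figure D1:**
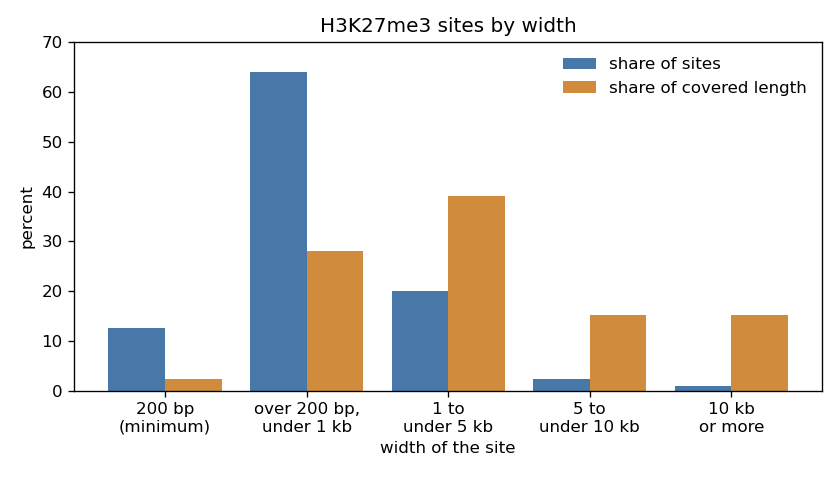
Share of H3K27me3 sites (blue) and of the length they covered (orange), in percent, by width of the site on the assembled chromosomes. Sites over 200 bp and under 1 kb were 64.1% of the sites and 28.1% of the covered length, while sites of 10 kb or more were 0.944% of the sites and 15.1% of the length.

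The number of sites per Mb differed between chromosomes. The median over the 19 autosomes was 58.6 sites per Mb with an SD of 12.5 between autosomes. Chromosome 11 had the most, with 85.4 sites per Mb, and chromosome 3 the fewest of the autosomes, with 34.5 sites per Mb. The ratio of these densities was 2.47. It rose to 3.72 with only sites at least 1 kb wide. The X chromosome had 52.4 sites per Mb, rank 16 among the autosomes and X, and the Y chromosome had 10 sites, or 0.109 per Mb. The covered share of the length was 10.4% on chromosome 11, 2.77% on chromosome 3 and 3.36% on the X, with a median of 6.80% over the autosomes. The X thus had a site density within the range of the autosomes and a covered share below that of all autosomes but chromosome 3. Sites on the X had a median width of 383 bp, while the lowest median of an autosome was 399 bp.

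**Figure D2:**
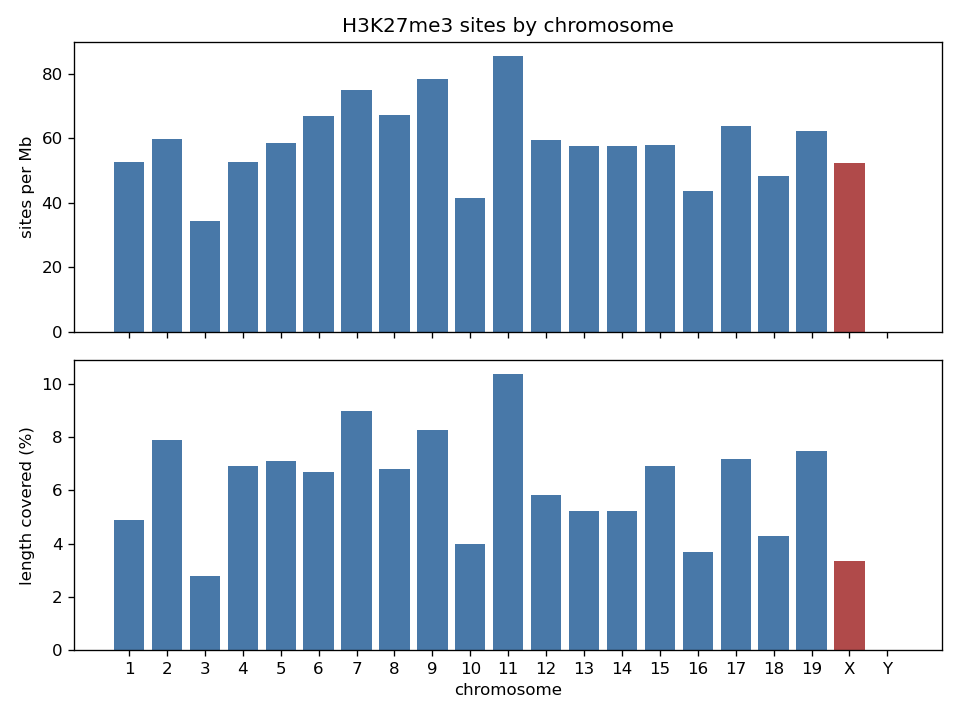
H3K27me3 sites per Mb (top) and percent of the chromosome length covered by sites (bottom) for each assembled chromosome, with autosomes in blue and the sex chromosomes in red. Chromosome 11 had the highest values in both panels, at 85.4 sites per Mb and 10.4%, and chromosome 3 had the lowest autosomal values, at 34.5 sites per Mb and 2.77%.

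The study placed histone marks relative to TSSs, with most attention to the ± 1 kb window. Here, the centres of 8.64% of the sites (95% interval 8.50 to 8.78%) were within 1 kb of a TSS, compared with 6.05% of the bases of the genome. A further 5.98% (5.86 to 6.10%) were at 1 to 2 kb and 5.32% (5.20 to 5.43%) at 2 to 3 kb, compared with 5.01% and 4.44% of the bases. The remaining 80.1% (79.9 to 80.3%) were farther away, compared with 84.5% of the bases. The ratio to the background was 1.43 within 1 kb, 1.19 at 1 to 2 kb and 1.20 at 2 to 3 kb. The share within 1 kb was highest, at 12.3%, with only sites at least 1 kb wide. By width, it was 6.55% for sites of minimum width, 20.4% for sites of 5 kb to under 10 kb and 16.7% for sites of 10 kb or more. Of the centres, 9.16% were in exons, 39.8% in introns and 51.1% in intergenic sequence, compared with 4.84%, 41.2% and 54.0% of the bases. The GC content of the sites was 48.6%, compared with 41.7% for the assembled chromosomes.

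**Figure D3:**
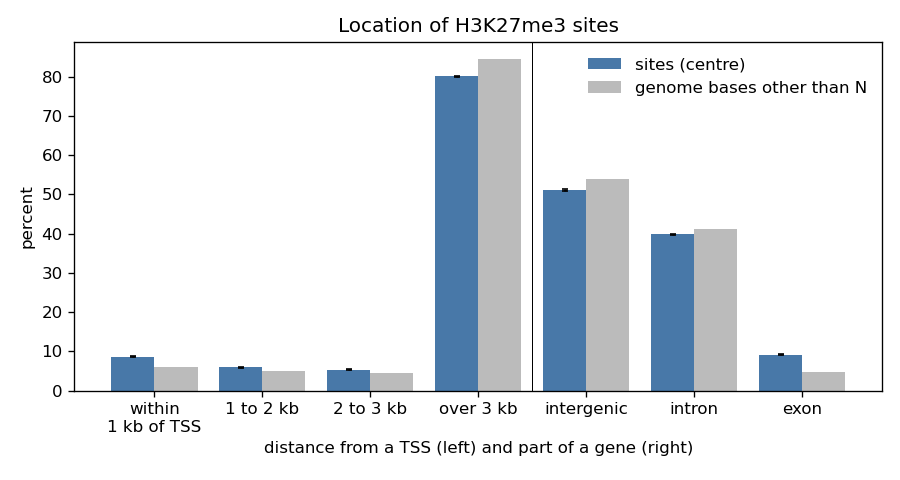
Percent of H3K27me3 site centres (blue, with 95% Wilson intervals) and of genome bases other than N (grey) by distance from the nearest TSS (left) and by part of a gene (right). The share of sites exceeded that of the genome within 1 kb of a TSS, with 8.64% against 6.05%, and in exons, with 9.16% against 4.84%.

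A site overlapped the ± 1 kb window of a TSS for 6912 of 21938 protein-coding genes, or 31.5% (95% interval 30.9 to 32.1%). When the sites were rotated along their chromosomes, the share was 20.1% on average and ranged from 18.5 to 21.6% over 100 rotations. With only sites at least 1 kb wide, the share was 20.1%. CpG-rich promoters had a site in 25.5% of 9743 genes (24.7 to 26.4%), with a range of 20.4 to 24.0% in the rotations. The other promoters had one in 36.3% of 12195 genes (35.4 to 37.1%), with a range of 16.7 to 19.9%. For sites of at least 2 kb, the shares were 14.3% (13.6 to 15.0%) and 17.5% (16.8 to 18.2%), respectively. The ranges in the rotations were 6.41 to 9.21% and 5.31 to 7.72%. For sites of at least 5 kb, the shares were 8.62% (8.08 to 9.20%) and 8.74% (8.25 to 9.26%), with ranges of 3.23 to 4.98% and 2.62 to 4.10%. The intervals of these shares overlapped, but the mean share in the rotations was higher for CpG-rich promoters, at 4.08% against 3.27%. These shares include 192 genes in stretches of chromosome that are repeated in patch sequences of the assembly, of which 1 had a site. Whether a promoter was CpG-rich was judged at the gene's TSS, whereas a site at the TSS of any transcript counted. A site may thus lie at another TSS than the one that was classed.

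Sites were clustered along the chromosomes. The densest 1 Mb window held 467 sites, whereas the densest window had a median of 174 and a maximum of 235 sites when the order of the gaps was permuted (one-sided permutation p = 0.001, the smallest that 1000 permutations can give). The p-value was largest, at 0.007, when sites closer than 5 kb were joined. The median over all 2737 windows was 34 sites. The 3 densest windows by number in the list as deposited were all on the X. The window at chromosome X, 99000001 to 100000000, had 467 sites that covered 46.4% of it and contained the genes Stard8, Efnb1, Pja1, Tmem28 and Eda. The window at 102000001 to 103000000 had 385 sites covering 29.4%, and that at 11000001 to 12000000 had 378 sites covering 25.6%. With sites closer than 5 kb joined, they held 15, 34 and 29 sites, respectively, fewer than the 54 of the densest window in that setting. By length covered, the densest windows were chromosome 5, 35000001 to 36000000, with 53.2% covered by 144 sites, chromosome 15, 78000001 to 79000000, with 51.2% covered by 144 sites, and chromosome 2, 165000001 to 166000000, with 49.2% covered by 163 sites.

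**Figure D4:**
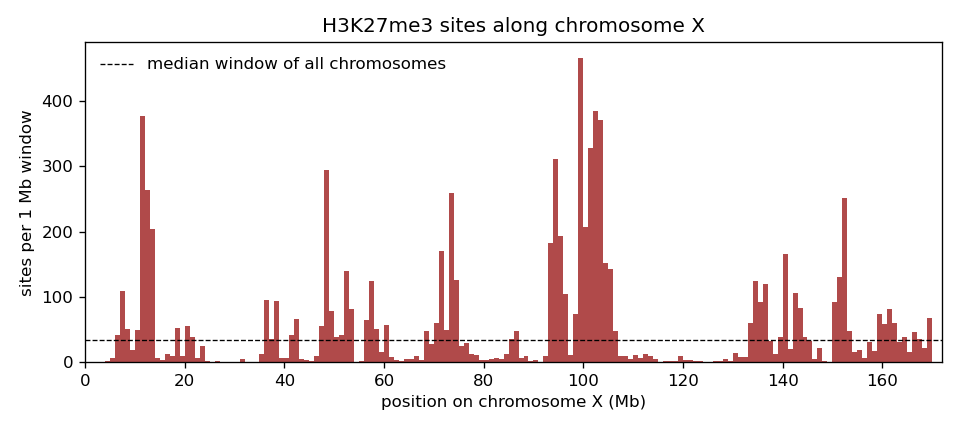
Number of H3K27me3 sites in each 1 Mb window along chromosome X, with the median window of all chromosomes, 34 sites, as a dashed line. The highest bar is the window from 99 Mb with 467 sites, and further high bars are at 102 Mb with 385 sites and at 11 Mb with 378 sites.

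The 5 widest sites lay on 5 chromosomes. The widest, at chromosome 19, 44754494 to 44845773 (GRCm38), was 91.3 kb wide and contained TSSs of Pax2. The next was 89.3 kb wide, at chromosome 15, 102914325 to 103003644, and overlapped 8 protein-coding genes of the Hoxc cluster from Hoxc13 to Hoxc6. A site of 78.7 kb at chromosome 11, 96279203 to 96357889, overlapped 7 genes of the Hoxb cluster, from Hoxb8 to Hoxb2. A site of 73.8 kb at chromosome 5, 33477731 to 33551530, overlapped no annotated gene, and the nearest protein-coding gene was Nkx1-1 at a distance of 43754 bp. The site of 71.9 kb at chromosome 9, 107367043 to 107438971, overlapped Cacna2d2. All 5 became at least 129 kb wide when sites closer than 1 kb were joined.

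The Hox clusters differed in how much of their length was covered. From the first to the last protein-coding Hox gene, 99.5% of the Hoxc cluster (chromosome 15, 102921103 to 103036852) and 97.5% of the Hoxb cluster (chromosome 11, 96194316 to 96368256) were covered. In the Hoxd cluster (chromosome 2, 74668310 to 74765142) 45.6% was covered by 18 sites. In the Hoxa cluster (chromosome 6, 52155590 to 52260880) 8.10% was covered by 11 sites, of which the widest was 3832 bp. Hoxa had the lowest and Hoxd the next lowest share in each of the 4 settings that joined sites or left out narrow ones, although the value for Hoxa then ranged from 3.64 to 20.6%.

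Among the genes that the study used as examples, Zfp503 (chromosome 14, 21983959 to 21989601, minus strand) had a site over its TSS, at 21988792 to 21990131 with a width of 1340 bp. Egr1 (chromosome 18, 34859823 to 34864984, plus strand) had no site in the ± 1 kb window. Its nearest sites were 426 bp wide, at 34855323 to 34855748 upstream of the gene, and 354 bp wide, at 34862873 to 34863226 with the centre in an exon. Both were absent with only sites at least 500 bp wide. In browser tracks, the study described an increase in H3K27me3 in the Egr1 promoter region at late time points. The list has no site in the ± 1 kb window and no values per library, so this increase could not be followed here. Rab8a (chromosome 8, 72161200 to 72183904, plus strand) had its nearest site 8063 bp from a TSS. Rspo2 (chromosome 15, 43020794 to 43170826, minus strand) had none closer than 351890 bp. As the list combines all samples and gives no read depth, the absence of a site does not show the absence of the mark.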

Values the study reported

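The study stated that sequencing was planned for at least 40–50 M raw reads for each ChIP sample. For other marks in the same cells, the study reported 25,431 H3K4me3 peaks, 18,791 of them associated with promoters, and more than 122,000 H3K27ac sites. For H3K27me3, the study reported very little effect of ASH2L loss. It found no changes at the first time points and stronger signals at a few sites only from 16 h on. On Western blots it saw no change in this mark. Among promoters that gained H3K27me3 signals, it reported that 90% had a CpG island after 8 h and 93% after 16 h, and that these numbers rest on few promoters. Its CpG islands came from UCSC and were sought within ± 1 kb of TSSs, which differs from the rule for CpG-rich promoters used here.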

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

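The test on stretches repeated in patches was fixed before its result was seen, as was the comparison with less similar stretches. The list held 105 H3K27me3 sites on 23 sequences outside the assembled chromosomes, which the report counts in the total number of sites and leaves out of its other main values. This is above the limit of 3 that a count of 0 allows. By their names, 18 of these sequences with 82 sites were patches of the assembly and 5 with 23 sites were unlocalised or unplaced scaffolds. Patches are corrected or alternative copies of parts of a chromosome. As sites were called on 18 of them, these were part of the sequences that reads were aligned to. A read from a stretch that is repeated in such a patch has 2 equally good positions, and filters on mapping quality may remove it. Alignment of the patches placed 50 of them on 86 stretches of the autosomes and the X with at most 1 difference per 1000 aligned bases and a total length of 15.3 Mb. Of these stretches, 84 had no site. Sites covered on average 0.000866% of a stretch (SD 0.00679) and 5.33% of its flanks of equal length (SD 9.40). The mean difference was -5.33 percentage points (two-sided sign-flip permutation p = 1e-05 with 100000 draws, the smallest they can give). The covered share was lower than in the flanks for 56 stretches, equal for 30 and higher for 0. The stretches contained the TSS of 192 protein-coding genes, of which 1 had a site, so the absence of a site there may be technical. None of the named genes, Hox clusters and densest windows overlapped such a stretch.

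An open alternative is that regions chosen for patches have few sites anyway. In 38 stretches aligned to a patch at under 99% identity, sites covered 0.782% on average (SD 3.84), compared with 5.83% of their flanks (SD 10.9, two-sided sign-flip permutation p = 1e-05). This is more than in the near-identical stretches (two-sided permutation p = 0.0013) but still well below the flanks. Bases in these alignments differed by at most 2.25%, so many reads may match both copies there as well. The explanations cannot be told apart with these stretches. No biological explanation was tested, as the list does not divide sites by treatment.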

How the results depend on the processing

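No paired analysis was possible because the list carries no values per library, and for the same reason no replicate could be left out. The planned tests of sites changed at 30 min, 2 h, 4 h, 8 h and 16 h, late against early and at any time, and the number of sites called per library, were not run. Neither were their alternatives, namely other count tests and normalizations, filters on low counts, no minimum fold change, the fit with only the groups compared, other pseudocounts, and stricter calls per library. Distances to TSSs were not computed for every sequence of the list, as other sequences carry no annotation, and this setting does not apply to densities by chromosome. The number of sites was counted over every sequence from the start.

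The median width, the ratio of site density between chromosomes and the shares of sites and promoters at TSSs were taken as moved when they left their 95% interval. All other values without a p-value, including counts, lengths, densities, distances and the covered shares of the Hox clusters, were taken as moved when they changed by more than 1.5 times. The width and joining settings changed most values by construction. The number of H3K27me3 sites was 83203 with sites closer than 1 kb joined, 42934 with those closer than 5 kb joined, 70671 with only sites at least 500 bp wide and 35896 with only sites at least 1 kb wide. In the same order, the median width was 559, 806, 1016 and 1942 bp, the ratio of site density between chromosomes 11 and 3 was 2.13, 1.75, 3.01 and 3.72, and the share of sites within 1 kb of a TSS was 9.67, 10.5, 10.1 and 12.3%. The covered length moved to 286.3 Mb with sites closer than 5 kb joined, and lay between 112.4 and 192.6 Mb in the other settings. The median width was 460 bp on autosomes only. The share of sites within 1 kb of a TSS was 11.8% when any overlap with the window counted. The share of protein-coding promoters with a site was 24.2% with only sites at least 500 bp and 20.1% with only sites at least 1 kb wide, and lay within its interval when sites were joined. The densest and the sparsest autosome were chromosomes 11 and 3 in all of these 4 settings. The rank of the X depended on them, as it was 8 with sites closer than 1 kb joined and 19 with only sites at least 1 kb wide.

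Clustering stayed past the threshold of 0.05 under every alternative, with one-sided permutation p-values from 0.001 to 0.007 and between 54 and 467 sites in the densest window. It was 349 on autosomes only and 66 in windows of 100 kb. Of 100 further values for chromosomes, named sites, windows and genes, 53 moved. The unknown depth behind the sites limits what the absence of a site shows, and the combination of all samples limits the number of sites to a description of this set of samples.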

Other observations

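The tests on the minimum width, on the developmental families, on the composition and shared factors of the autosomes and on short gaps on the X were fixed before their results were seen. Those on the share of weak calls, on the composition and the dense windows of the X, on Xist and on the Y were chosen after the patterns had been seen. The list does not divide sites by treatment, so no biological difference between groups was tested.

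Promoters of developmental regulators often overlapped wide sites. In the Hox, Pax, Sox, Fox, Gata, Tbx, Nkx, Lhx and Wnt families, 65 of 111 CpG-rich promoters (58.6%, 95% interval 49.3 to 67.3%) overlapped a site of at least 2 kb, compared with 1331 of 9632 other CpG-rich protein-coding promoters (13.8%, 13.1 to 14.5%). The odds ratio was 8.81 (Fisher's exact test, two-sided p = 1.84e-27). Without the Hox genes, which neighbour each other, it was 10.7 (Fisher's exact test, two-sided p = 7.1e-26). Membership in the CpG-rich class therefore does not account for the overlap. Promoters were not matched for their degree of CpG content within the class, so a part for that stays open. Over all promoters of a family, the share with such a site ranged from 19 of 44 Fox genes (43.2%) to all 14 Nkx genes. By contrast, 3 of 80 genes for ribosomal proteins and 40 of 1093 Olfr genes had one. Across all promoters, however, sites of any width were more frequent for genes whose promoter was not classed as CpG-rich, with 36.3% against 25.5%. The class was taken at the gene's TSS, while a site at the TSS of any transcript counted. Such a site therefore need not lie at a promoter poor in CpG.

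Counted over sites of all widths, the X chromosome had more sites than its base composition and gene content give. A Poisson regression of the number of sites per 1 Mb window on GC content, CpG content and TSSs, fitted to 2403 autosomal windows, accounted for 42.9% of the deviance. The X had 1.60 times the predicted number of sites, whereas autosomes left out of the fit in turn had between 0.775 and 1.29 times. Composition alone is thus not sufficient. The regression was not run on wide sites only, so whether the excess holds for them is open. With only sites at least 1 kb wide, the X had 7.17 sites per Mb, against an autosomal median of 15.1. With sites closer than 1 kb or 5 kb joined, it was slightly above the autosomal median of that setting. The median width of X sites, 383 bp, was below the lowest of the autosomes. One candidate explanation was a broad and low signal, such as that of an inactive X, that peak calling cuts into short pieces. Gaps under 1 kb would then be frequent on the X. They were 37.9% of its gaps, fewer than on each of the 19 autosomes (39.3 to 49.9%), and joining sites closer than 5 kb lowered the number of X sites by 68.7%, less than on 15 of the autosomes but inside their range (63.9 to 75.7%). The share of short gaps argues against pieces separated by gaps under 1 kb along the whole X, whereas pieces farther apart were not excluded. For the dense windows the explanation stays open. In 23 X windows of at least 100 sites, joining lowered the number by 74.6% on average. In windows of autosomes with a number of sites within 20% of theirs it fell by 82.6%, a difference of -7.93 percentage points. The same difference was between -1.85 and 3.69 points for the 19 autosomes, all above that of the X. Cutting would itself raise the number on which the windows were matched, so this comparison does not decide. The 4 windows from 11, 99, 102 and 103 Mb had fewer than 10 such matches, and their numbers fell by 91.2 to 96.8%. The excess was uneven. Windows with their centre within 10 Mb of the TSS of Xist (chromosome X, 103460366 to 103483254), the gene from which X inactivation starts, held 33.8% of the X sites and 3.93 times the predicted number. At 10 to 30 Mb the ratio was 0.642 and beyond it was 1.39. The ratio thus did not fall steadily with the distance from Xist, and over the 167 windows the relation was weak (Spearman's rho = -0.0985). This rho was only just below the lowest of the rotations of the windows along the X, -0.0950 (one-sided permutation p = 0.006, the smallest that the rotations can give). The test was chosen after the dense windows near Xist had been seen, so it adds little to that observation. Without the windows within 10 Mb, the X had 1.23 times the predicted number, above 17 of the 19 autosomes and inside their range. A signal centred on the X inactivation centre may contribute to the excess, but this stays open, and the dense window at 11 Mb lies far from it. The labels do not give the sex of the cells.

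The Y chromosome had 10 sites. Their median width was 254 bp, 50.0% of them had the minimum width, and none was at least 500 bp wide. Repeats on the long arm of the Y, where reads map to several copies, could explain the low number if the short arm had sites at the usual density. The part up to the last of 8 genes of the short arm, positions 1 to 2663658, had 5 sites, compared with 136 at the autosomal density. Of 898 autosomal stretches of the same length, 23 had as few. The low number was thus not confined to the long arm, and repeats there cannot be the whole explanation. The rest of the 91.7 Mb chromosome had the other 5 sites, and repeats stay possible as a cause of the low number there. Absence of a Y, loss of the Y in culture and a lack of the mark on the short arm were not tested and stay open.

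Site density may differ between autosomes beyond composition, but the evidence was weak. The SD of the log2 density over the autosomes was 0.32, and 0.20 after division by the number predicted from the regression. Of 1000 random deals of 5 Mb blocks to chromosomes, few gave a spread as large (one-sided permutation p = 0.037, not adjusted for the other tests of this part), with a highest value of 0.23. The deals treat blocks as exchangeable, so this p-value is too small if density is alike over more than 5 Mb. If a factor shared by whole chromosomes, such as copy number, were the source, the parts of a chromosome on either side of its middle would deviate together. Their correlation over 19 autosomes was r = 0.406 (permutation p = 0.0845) and rho = 0.361 (permutation p = 0.13), and r was 0.281 without the 2 autosomes farthest from the median. After adjustment over 4 p-values, both were at 0.26. Extra copies that lift more weak calls past the threshold would give a larger share of sites of minimum width. The correlation of this share with the deviation was rho = 0.147 (permutation p = 0.544) and r = 0.0486 (permutation p = 0.843), and r was -0.0769 without the 2 farthest autosomes. The number of autosomes is too small to decide either way.

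Many sites had exactly the minimum width of 200 bp. If these were calls scattered by chance over the genome, they would lie near other sites no more often than random positions. Of the 19426 sites, 45.1% (95% interval 44.4 to 45.8%) were within 1 kb of another site, compared with 7.33% (7.21 to 7.44%) of 194260 random positions outside sites. Scatter over the genome therefore does not account for all of them, although the share that it could account for was not determined. Whether they mark weak signals at the borders of wider sites was not tested.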
